A study of Mus musculus with 12 samples. Its data were reported in "Single cell transcriptomics reveal trans-differentiation of pancreatic beta cells following inactivation of the TFIID subunit Taf4" (2021).

How the data were processed

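Pancreatic islets, the clusters of hormone-secreting cells of the pancreas, were isolated by the authors from adult mice carrying a tamoxifen-inducible Cre recombinase under the Ins1 promoter. Taf4 was deleted in insulin-producing beta cells by tamoxifen where both alleles were floxed. Control animals carried the Cre transgene and intact Taf4 and also received tamoxifen. Islets of a pair of mice were pooled for each replicate and kept in culture before RNA extraction, so replicates are separate pools of animals. RNA was amplified linearly from total RNA before library preparation. Reads were demultiplexed with bcl2fastq 2.17.1.14, trimmed with cutadapt 1.10, freed of ribosomal RNA reads with Bowtie2 2.2.8 and aligned to the mm9 genome with STAR 2.5.3a, per the submitters' processing notes and the study's methods. Per the same sources, reads were counted per Ensembl gene with HTSeq in union mode, and only uniquely aligned, unambiguous reads were used. Reads that fit more than one copy of a gene were therefore lost, and values of the 2 insulin genes, the trypsins, the Reg genes, histones and 7SK copies carry that uncertainty. The counting was not stated to use strand in the sources used here, so overlapping antisense transcripts cannot be separated.

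The counts deposited by the authors are raw whole numbers per gene and library. The deposited table also holds a signal per library, which the authors made by dividing normalised counts by the median transcript length, and it was not used for any test. The deposited log2 fold changes and p-values of each comparison with wild type came from the Wald test of the authors' DESeq2 run, and they were only set beside the results obtained here. Gene lists deposited by the authors were not used, because their identifiers do not pair with the gene names beside them. The files held 34820 genes and 11 libraries, 3 of wild type, 3 each at 1 and 3 weeks and 2 at 5 weeks after tamoxifen. Replicate 1 at 5 weeks was not analysed here. Groups and replicate numbers came from the sample titles. Coordinates came from the GENCODE M1 annotation of NCBIM37, the assembly also called mm9, in which 34484 gene identifiers were found and 336 were not.

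Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were left out with filterByExpr, which kept 20180 genes and at least 99.8% of the counts of each library. Libraries were scaled by the trimmed mean of M-values (TMM), and 1 quasi-likelihood model over the 4 groups gave each of 5 comparisons. These were mutant at 1, 3 and 5 weeks with the same wild-type libraries, and mutant at 3 and 5 weeks with mutant at 1 week. The sample titles give no time after tamoxifen for the wild type, so the comparisons are not known to be matched in time. With no timed wild type, changes between mutant times cannot be told apart from age. P-values were adjusted by Benjamini-Hochberg over all genes tested. Counts of genes use an adjusted p below 0.05 together with a log2 fold change above 1 or below -1, which are the thresholds of the study. A single named gene is said to have risen or fallen where its adjusted p was below 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Values per library are CPM (counts scaled by library size after TMM). A fold against libraries that hold no count is a lower bound against a floor of 3 counts over the group, and ratios resting on 1 to 3 counts are given with an exact 95% counting interval. P-values measure the spread between these samples, while intervals and floors cover counting error only, since amplified reads are not independent molecules.

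Before the data were examined, 39 gene lists and the rule for named genes were fixed. The lists cover transcription factor complexes, endocrine cell types and beta cell function, other pancreatic and stromal cell types, immune and acute phase genes, stress pathways, organelle and ribonucleoprotein subunits, matrix and contact genes, metabolism, proliferation and sex-linked genes. Some lists take part or all of their members from the study, which chose them on these samples, and the text calls these partly or wholly study-chosen. Their direction is no independent evidence. Each list was tested against all other genes with camera of limma 3.58.1 at a preset correlation between genes of 0.01, and again with an estimated correlation. Camera p-values were adjusted over the 39 lists of each comparison. List counts are given past both thresholds, then on the adjusted p alone with the adjustment made over the list alone, and "by either count" means that both agree. The rule for named genes took Taf4, Taf4b, Taf12, Ins1, Ins2, Slc2a2, Trpm5, Ucn3, Pdx1, Mafa, Nkx6-1, Gcg, Sst, Ppy, Neurog3, Reg3a, Reg3b, Reg3g and Xist in each comparison, and 2 genes that are not reported here. It added, per comparison with wild type, the 6 largest changes in each direction past both thresholds among genes of at least 10 CPM in the higher group with every mutant library beyond every wild-type library, leaving out predicted genes, pseudogenes, histones, small nucleolar RNAs and immune receptor genes. From each list described it took up to 4 members with the smallest adjusted p. A gene is given at another time too where its time course is described.

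The pipeline was tested on simulated counts drawn around the real means with 200 changed genes. Of the genes changed by 2 log2 units, 80% were recovered past both thresholds at 1 week over 19075 genes, 76% at 3 weeks over 19225 and 68% at 5 weeks over 19319. Other settings fixed beforehand were the DESeq2 1.42.0 Wald test, relative log expression scaling, no scaling beyond library totals, no filter, a filter of at least 50 counts in 3 libraries, hormone and acinar genes left out before scaling, fits of only the 2 groups compared, each library left out, the replicate number as a block, a score of acinar transcripts as covariate, the adjusted p alone, a test against a log2 fold change of 1, camera with an estimated correlation, fry, and genes of X and Y left out. Added after the data were seen were scaling on 12 genes that all endocrine cell types express, removal of a trend with transcript length, wild-type replicate 2 as the only control, a comparison of libraries with alike acinar shares, and random lists matched on length, GC content and expression. Bootstrap intervals of list medians used 10000 draws of list members.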

Results

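Gene expression was measured by bulk RNA-seq in isolated islets of Langerhans from mice with intact Taf4 (wild type) and from mice in which Taf4 had been inactivated in beta cells for 1, 3 or 5 weeks (Taf4 mutant islets). Taf4 encodes a subunit of TFIID, the general transcription factor that binds core promoters and helps to recruit RNA polymerase II. Islets hold insulin-secreting beta cells, glucagon-secreting alpha cells, somatostatin-secreting delta cells and pancreatic polypeptide (PP) cells, with vessels, stroma and immune cells, and preparations carry RNA of the surrounding exocrine tissue. The comparisons ask which transcripts of islets change after the loss of Taf4 and how this develops with time. Total counts were 16448792, 13865518 and 18019366 in wild-type replicates 1 to 3, 16379912, 20080265 and 15127133 at 1 week, and 19489332, 20109433 and 16597354 at 3 weeks. At 5 weeks, replicate 2 held 17743124 counts and replicate 3 held 21581153. Values after ± are standard errors of log2 fold changes unless SD is stated, with 3 libraries in each group and 2 at 5 weeks.

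Taf4, listed as Taf4a (ENSMUSG00000039117, chromosome 2 from 179646851 to 179711351, minus strand, NCBIM37), was detected in every library. It stood at 29.7, 23.0 and 29.8 CPM in the wild type, 27.2, 37.0 and 29.1 at 1 week, 27.4, 26.3 and 25.9 at 3 weeks, and 21.7 and 27.5 at 5 weeks. The log2 fold changes were 0.18 ± 0.16 at 1 week, -0.05 ± 0.16 at 3 weeks and -0.16 ± 0.18 at 5 weeks, with edgeR adjusted p = 0.527, 0.870 and 0.542. Without scaling the later values were 0.65 and 0.87 (edgeR adjusted p = 0.0352 and 0.00526). A count over the whole gene does not separate the floxed exons from the rest, and cells other than beta cells keep Taf4, so this value does not check the labels.

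Sex-linked transcripts separated the wild-type from the mutant libraries. Xist, the noncoding RNA of the inactive X chromosome (X, 100655714 to 100678556), held 389, 122 and 330 counts in the wild type and 24615 to 69939 in the mutant libraries. The sum of 4 Y-linked genes was 1599, 2254 and 1635 counts in the wild type and between 0 and 3 in each mutant library. Ddx3y, an RNA helicase gene of Y, was at least 625-fold lower at 1 week, 953-fold at 3 weeks and 839-fold at 5 weeks against the floor over the group. Eif2s3y was lower by a ratio of 1857 at 1 week (1 count against 1505, counting interval 333 to 73394) and at least 944- and 832-fold lower at 3 and 5 weeks. Xist rose by 6.20 ± 0.38, 6.06 ± 0.38 and 6.26 ± 0.39 (edgeR adjusted p = 7.62e-09, 1.01e-08 and 6.3e-09). Of the 5 sex-linked markers, 1 rose and 4 fell at each time (camera adjusted p = 5.09e-48, 2.37e-44 and 3.99e-21, and adjusted p = 9.72e-05, 6.75e-05 and 0.000866 with an estimated correlation). Their median was -10.48 at 1 week and -12.41 at 3 and 5 weeks, or -9.07, -9.68 and -9.50 with genes at 0 set to their bounds.

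Transcripts of 24 acinar cell markers, the digestive enzymes and regulators of the exocrine pancreas, took 46.3, 25.5 and 42.8% of counts in the wild-type libraries. They took 6.32, 21.7 and 16.5% at 1 week, 3.03, 4.27 and 3.13% at 3 weeks, and 0.214 and 0.0324% at 5 weeks. The 10 most abundant genes of each library held 51.2 ± 7.50% (SD, n = 3) of counts in the wild type and 23.8 ± 6.13% (SD, n = 2) at 5 weeks. Genotype therefore moved together with sex-linked transcripts and with the acinar share in these samples.

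**Figure D1:**
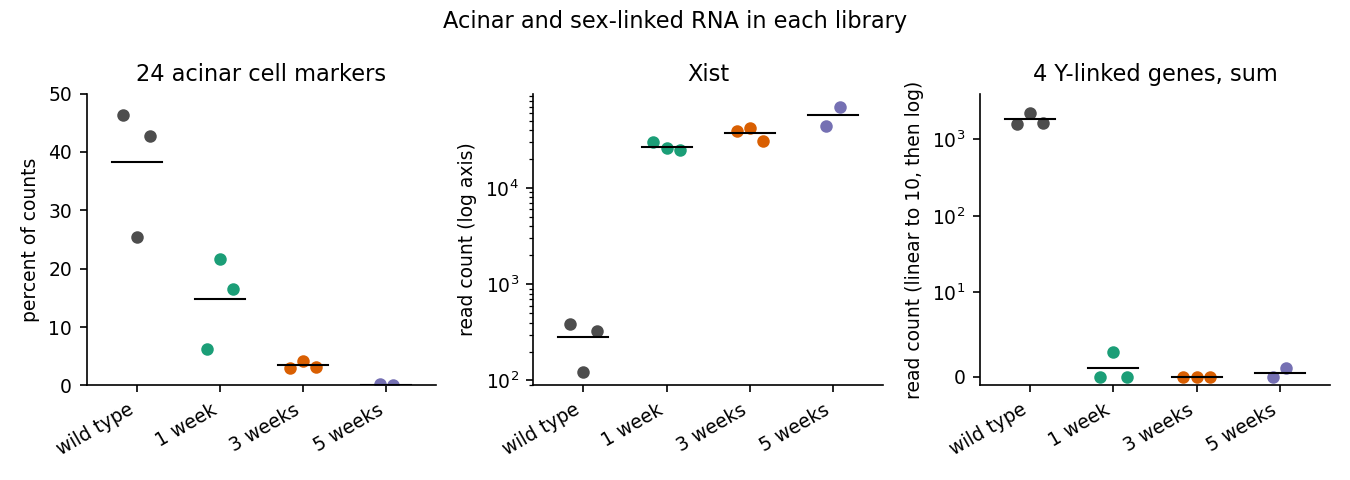
Share of counts from 24 acinar markers (percent), Xist counts (log axis) and summed counts of 4 Y-linked genes (symmetric log axis), 1 point per library in wild-type islets and 1, 3 and 5 weeks after tamoxifen. Acinar shares run from 25.5 to 46.3% in the wild type and lie at 0.214 and 0.0324% at 5 weeks, and every mutant library has high Xist and at most 3 Y-linked counts.

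At 1 week, Slc2a2 and Trpm5 had fallen, Gcg, Sst and Ppy had risen, and Reg3g was far above wild type. Slc2a2 (chromosome 3 from 28596825 to 28627278), which encodes the glucose transporter GLUT2, fell from 390.1, 573 and 464 CPM in the wild type to 33.2, 7.25 and 13.2 CPM (log2 fold change -4.73 ± 0.38, edgeR adjusted p = 4.1e-07). Trpm5, a calcium-activated cation channel of beta cells, fell by 4.03 ± 0.22 (edgeR adjusted p = 2.29e-09). Gcg (chromosome 2 from 62312587 to 62321707), encoding proglucagon, rose by 2.16 ± 0.38 (edgeR adjusted p = 0.00175). Reg3g (chromosome 6 from 78416262 to 78418868), a secreted antibacterial lectin, rose by 4.39 ± 0.32 (edgeR adjusted p = 1.19e-07). In all, 333 genes were higher and 589 lower past both thresholds. Leaving out wild-type replicate 1 gave 221 and 220, and the lower genes numbered 389 without wild-type replicate 2 and 299 without 1-week replicate 3. Without scaling beyond library totals the median of all genes moved by 0.19 and 62.8% of the called genes were higher, against 36.1% here. Scaling on 12 genes of all endocrine cells moved it by -0.48 and gave 3.70%.

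Genes of beta cell secretory function, a list partly study-chosen and so no independent evidence of its direction, counted 25 measured members at 1 week. Of these, 1 rose and 7 fell past both thresholds, 17 did not pass, and adjusted over the list alone 1 rose and 11 fell (camera adjusted p = 1.51e-09, median -0.31, and 0.0867 with an estimated correlation). Ins1 (chromosome 19 from 52338813 to 52339946) fell by 1.46 ± 0.34 on the log2 scale (edgeR adjusted p = 0.0106), a call that ended without scaling. Ins2 (chromosome 7 from 149864561 to 149885415) rose by 1.42 ± 0.37 (edgeR adjusted p = 0.0220), a call that ended with pan-endocrine scaling. The Ins2 call also ended without 1-week replicate 3 (edgeR adjusted p = 0.0571), wild-type replicate 1 (0.0858) or wild-type replicate 2 (0.0786). The ratio of Ins2 to Ins1 counts was 0.663, 0.539 and 0.649 in the wild type and 3.22, 8.33 and 4.36 at 1 week, and both genes share sequence, so reads unique to either were counted. Ucn3, a peptide of mature beta cells, fell by 2.05 ± 0.24 (edgeR adjusted p = 4.56e-05), and Prlr, the prolactin receptor, by 1.51 ± 0.15 (edgeR adjusted p = 5.36e-06).

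None of the 15 beta cell transcription factors passed both thresholds at 1 week, and adjusted over the list alone, partly study-chosen, 2 rose and 2 fell (camera adjusted p = 0.381). Pdx1, a regulator of insulin genes, had a log2 fold change of 0.04 ± 0.16 (edgeR adjusted p = 0.917) and Mafa, another one, of 0.73 ± 0.28 (edgeR adjusted p = 0.111). Without 1-week replicate 3 the value for Mafa was 0.99 (edgeR adjusted p = 0.0478). Nkx6-1, a factor of beta cell identity, fell by 0.68 ± 0.16 (edgeR adjusted p = 0.0121, and 0.0739 without 1-week replicate 3), a call that ended without scaling. Of 15 genes that beta cells normally keep silent, 0 rose and 1 fell past both thresholds, and 3 fell adjusted over the list alone (camera adjusted p = 0.0414, median -0.55, and 0.437 with an estimated correlation). That camera call ended without 1-week replicate 1 (camera adjusted p = 0.407), wild-type replicate 1 (0.116) or wild-type replicate 3 (0.121). Bulk counts do not show whether falls of this list, here or at later times, lie in beta cells or in other cells. Neurog3, the factor of endocrine progenitors, had a log2 fold change of 0.95 ± 0.30 (edgeR adjusted p = 0.0550).

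Camera called the alpha, delta and PP lists higher at 1 week, and only the alpha call held with an estimated correlation. Of 9 measured alpha cell markers, partly study-chosen, 5 rose and 0 fell past both thresholds, with 8 and 1 adjusted over the list alone (median 1.74, camera adjusted p = 3.2e-14, and 0.0354 with an estimated correlation). Irx1, a homeobox factor, rose by 1.74 ± 0.19 (edgeR adjusted p = 1.65e-05) and the transport protein Ttr by 1.87 ± 0.31 (edgeR adjusted p = 0.00113). Of 6 delta cell markers, partly study-chosen, 3 rose and 1 fell by either count (median 0.72, camera adjusted p = 0.0383, and 0.277 with an estimated correlation). The camera call for delta cells ended without 1-week replicate 3 (camera adjusted p = 0.0818), wild-type replicate 1 (0.0645) or wild-type replicate 2 (0.0715). Sst, encoding somatostatin, rose by 1.92 ± 0.35 (edgeR adjusted p = 0.00242) and the retinol carrier Rbp4 by 1.51 ± 0.24 (edgeR adjusted p = 0.000853). The leptin receptor Lepr fell by 1.58 ± 0.32 (edgeR adjusted p = 0.00525). Of 3 PP and epsilon cell markers, 2 rose past both thresholds and adjusted over the list alone (median 1.66, camera adjusted p = 0.000588, and 0.0867 with an estimated correlation). Ppy, encoding pancreatic polypeptide, stood at 2.24 ± 0.33 (edgeR adjusted p = 0.000468) and Pyy, encoding peptide YY, at 1.66 ± 0.31 (edgeR adjusted p = 0.00286). Gcg took 2.92 ± 0.872% of counts in the wild type and 15.6 ± 1.06% at 1 week (SD, n = 3), while the acinar share went from 38.2 ± 11.2% to 14.8 ± 7.81%.

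**Figure D2:**
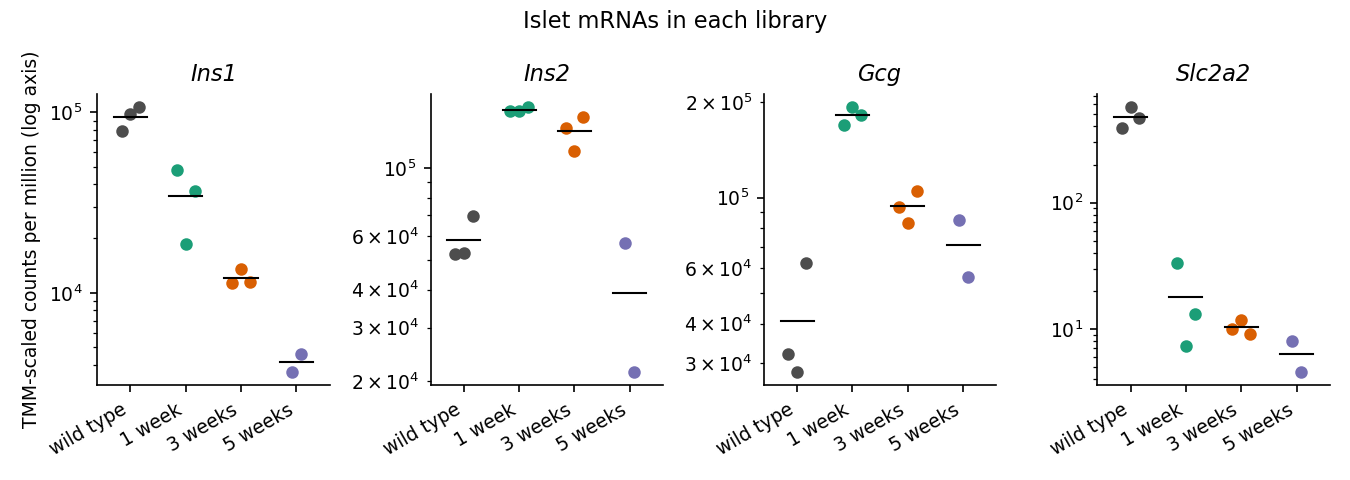
Ins1, Ins2, Gcg and Slc2a2 in TMM-scaled CPM (log axes), 1 point per library in wild-type islets and 1, 3 and 5 weeks after tamoxifen, with bars at group means. Slc2a2 lies between 390.1 and 573 CPM in the wild type and at or below 33.2 CPM in every mutant library.

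Camera called Reg, acute phase, leukocyte and chemokine lists higher at 1 week, none with an estimated correlation. Of 6 measured Reg family members, a list wholly study-chosen and so no independent evidence, 3 rose and 0 fell past both thresholds and adjusted over the list alone (median 2.35, camera adjusted p = 7.84e-08, and 0.133 with an estimated correlation). Reg3a (chromosome 6 from 78330703 to 78333833) rose by 4.70 ± 0.55 (edgeR adjusted p = 4.61e-05) and Reg3b (chromosome 6 from 78320879 to 78323460) by 3.09 ± 0.58 (edgeR adjusted p = 0.00300), or by 4.78 without wild-type replicate 3. Of 6 acute phase and complement genes, partly study-chosen, 4 rose and 1 fell by either count (median 1.23, camera adjusted p = 0.000161, and 0.164 with an estimated correlation). Saa3, an acute phase apolipoprotein, was higher by a ratio of 325 (801 counts against 2, counting interval 89.6 to 2685), at 4.07, 32.2 and 18.8 CPM in 1-week replicates 1 to 3. C3, the central complement protein, rose by 2.58 ± 0.46 (edgeR adjusted p = 0.00220), or by 1.66 without 1-week replicate 2, and Serping1, an inhibitor of complement C1, by 1.30 ± 0.17 (edgeR adjusted p = 0.000128). The matrix gene Fn1, encoding fibronectin, rose by 3.32 ± 0.55 (edgeR adjusted p = 0.00120). Fn1 held 22.8, 272 and 100 CPM in 1-week replicates 1 to 3, and C3 41.6, 335 and 135, each with its highest value in replicate 2.

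Of 17 macrophage and leukocyte markers, partly study-chosen, 7 rose and 0 fell past both thresholds at 1 week, with 7 and 2 adjusted over the list alone (median 0.67, camera adjusted p = 0.00234, and 0.304 with an estimated correlation). Lyz2, encoding lysozyme of myeloid cells, rose by 2.97 ± 0.41 (edgeR adjusted p = 0.000241), the complement subunit C1qb by 1.08 ± 0.19 (edgeR adjusted p = 0.00193) and S100a8 of neutrophils by 3.79 ± 0.78 (edgeR adjusted p = 0.00596). Lyz2 held 38.2, 238 and 107 CPM in 1-week replicates 1 to 3 and S100a8 0.556, 9.57 and 4.26, against up to 20.3 and 0.467 in the wild type. Of 20 measured chemokine ligands, wholly study-chosen, 7 rose and 1 fell, or 9 and 1 adjusted over the list alone, with a median of 0.12 that was -0.32 with pan-endocrine scaling (camera adjusted p = 0.0139, and 0.304 with an estimated correlation). The chemokine call ended without 1-week replicate 2 (camera adjusted p = 0.138) or wild-type replicate 3 (0.0705). Cx3cl1 rose by 1.18 ± 0.19 (edgeR adjusted p = 0.00110) and Ccl9 by 2.55 ± 0.53 (edgeR adjusted p = 0.00550). Cxcl12, a chemokine of stromal cells, fell by 1.14 ± 0.26 (edgeR adjusted p = 0.00982, and 0.0661 without wild-type replicate 1).

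**Figure D3:**
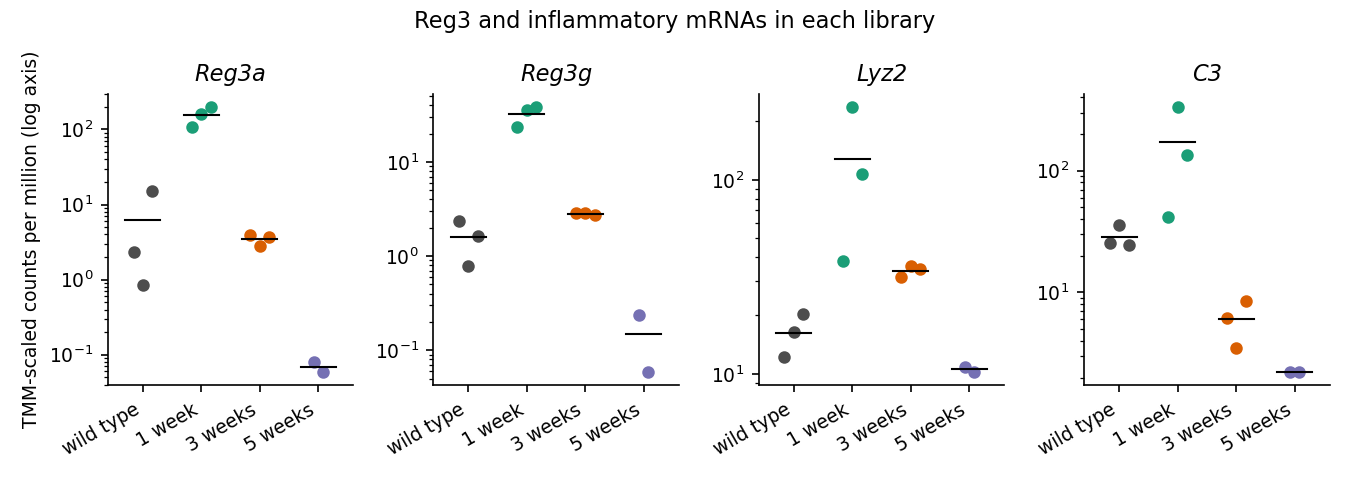
Reg3a, Reg3g, Lyz2 and C3 in TMM-scaled CPM (log axes), 1 point per library in wild-type islets and 1, 3 and 5 weeks after tamoxifen, with bars at group means. Reg3a holds 107, 161 and 201 CPM at 1 week against 2.34, 0.85 and 15.3 in the wild type.

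Camera called lists of the transcription, energy and protein machinery higher at 1 week, none with an estimated correlation. Of 18 members of the TFIID list, partly study-chosen, 0 passed both thresholds and 6 rose adjusted over the list alone. Their median was 0.41, or -0.08 with pan-endocrine scaling (camera adjusted p = 0.000756, and 0.0867 with an estimated correlation). Taf5 rose by 0.87 ± 0.17 (edgeR adjusted p = 0.00366) and Taf6 by 0.65 ± 0.14 (edgeR adjusted p = 0.00759), both calls ending with pan-endocrine scaling. Taf12, which pairs with Taf4 in TFIID, rose by 0.58 ± 0.16 (edgeR adjusted p = 0.0278), and its call ended without 1-week replicate 2 (0.0750) or 3 (0.0571) or wild-type replicate 1 (0.0996) or 2 (0.0644). Taf4b, the paralog of Taf4 (chromosome 18 from 14941754 to 15058868), had a log2 fold change of 0.43 ± 0.27 (edgeR adjusted p = 0.333). Of 17 other general transcription factors, partly study-chosen, 0 passed both thresholds and 7 rose adjusted over the list alone (median 0.41, or -0.06 with pan-endocrine scaling, camera adjusted p = 0.000496, and 0.277 with an estimated correlation). Of 64 spliceosome genes, wholly study-chosen, 5 rose and 0 fell, or 17 and 2 adjusted over the list alone (median 0.31, or -0.16 with pan-endocrine scaling, camera adjusted p = 6.31e-05, and 0.156 with an estimated correlation).

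Of 75 nuclear-encoded subunits of oxidative phosphorylation, wholly study-chosen, 10 rose and 1 fell at 1 week, or 45 and 1 adjusted over the list alone (median 0.56, camera adjusted p = 2.64e-15, and 0.280 with an estimated correlation). Ndufb5 and Ndufa2 of complex I rose by 1.12 ± 0.18 and 1.20 ± 0.20 (edgeR adjusted p = 0.000974 and 0.00120). Cox6a2, a striated muscle isoform of a cytochrome c oxidase subunit, fell by 2.95 ± 0.22 (edgeR adjusted p = 1.19e-07). Of 8 mRNAs encoded in mitochondria, 1 rose past both thresholds and adjusted over the list alone (median 0.61, camera adjusted p = 0.0154, and 0.459 with an estimated correlation). That camera call ended without 1-week replicate 3 (camera adjusted p = 0.0565) or wild-type replicate 2 (0.0549). Of 82 cytosolic ribosomal proteins, 2 rose and 1 fell, or 22 and 1 adjusted over the list alone (median 0.43, or -0.02 with pan-endocrine scaling, camera adjusted p = 5.39e-08, and 0.437 with an estimated correlation). Of 37 proteasome subunits, wholly study-chosen, 0 passed both thresholds, and 20 rose and 1 fell adjusted over the list alone (median 0.40, or -0.09 with pan-endocrine scaling, camera adjusted p = 4.02e-07, and 0.304 with an estimated correlation). Of 32 measured histone genes, 10 rose and 0 fell, or 16 and 0 adjusted over the list alone (median 1.07, camera adjusted p = 1.34e-13, and 0.0867 with an estimated correlation). Hist1h2be rose by 1.99 ± 0.23 (edgeR adjusted p = 4.85e-05) and Hist1h4i by 2.94 ± 0.38 (edgeR adjusted p = 0.000136).

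Of 12 p53 targets at 1 week, 3 rose and 0 fell, or 4 and 0 adjusted over the list alone (median 0.55, camera adjusted p = 9.86e-05, and 0.0867 with an estimated correlation). The cell cycle inhibitor Cdkn1a rose by 1.5 ± 0.19 (edgeR adjusted p = 9.78e-05) and Sesn2, a regulator of nutrient signalling, at 1.02 ± 0.19 (edgeR adjusted p = 0.00286). Of 20 genes of the unfolded protein response, partly study-chosen, 2 rose and 4 fell, or 3 and 9 adjusted over the list alone (median -0.34, camera adjusted p = 0.00467, 0.121 without wild-type replicate 3, and 0.331 with an estimated correlation). The chaperone cofactor Sdf2l1 fell by 1.09 ± 0.17 (edgeR adjusted p = 0.000590), the degradation adaptor Sel1l by 1.34 ± 0.25 (edgeR adjusted p = 0.00281) and the stress factor Atf3 by 2.55 ± 0.46 (edgeR adjusted p = 0.00226). Ddit3 (chromosome 10 from 126727830 to 126733344), encoding the stress factor CHOP, rose by 1.02 ± 0.15 (edgeR adjusted p = 0.000499).

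Of 24 acinar markers at 1 week, 0 rose and 11 fell, or 0 and 18 adjusted over the list alone (median -1.36, camera adjusted p = 7.31e-10, and 0.304 with an estimated correlation). The protease Ctrc fell by 1.69 ± 0.37 (edgeR adjusted p = 0.00785, and 0.0701 without wild-type replicate 1). Ptf1a, the acinar transcription factor, fell by 1.84 ± 0.45 (edgeR adjusted p = 0.0153, with 0.0536 without 1-week replicate 1 and 0.117 without wild-type replicate 1). Of 8 ductal cell markers, 0 rose and 4 fell, or 1 and 5 adjusted over the list alone (median -1.32, camera adjusted p = 0.00542, and 0.277 with an estimated correlation). Of these, Sox9, a progenitor and duct factor, fell by 1.33 ± 0.34 (edgeR adjusted p = 0.0178, with 0.0615 without 1-week replicate 1 and 0.16 without wild-type replicate 1). Of 95 extracellular matrix and receptor genes, wholly study-chosen, 4 rose and 10 fell, or 8 and 17 adjusted over the list alone (median -0.45, camera adjusted p = 0.00258, and 0.304 with an estimated correlation).

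At 1 week camera did not call progenitor, endothelial, mesenchymal or Schwann cell markers, interferon response, immediate early or heat shock genes, calcium channels, islet cell contact, small nucleolar RNAs, NuRF and chromatin remodellers, regulators named by the study, ChREBP targets, glycolysis and hypoxia, or cell cycle genes. Their camera adjusted p lay between 0.0717 for calcium channels and 0.86 for mesenchymal markers. Median, mean and camera direction did not share a sign for endothelial markers (median -0.06, mean 0.01, up), mesenchymal markers (0.18, -0.01, up), interferon genes (0.08, -0.02, up), cell contact (0.06, -0.03, up), named regulators (-0.03, -0.01, up), ChREBP genes (-0.03, 0.12, up) and glycolysis (0.06, -0.06, up). Immediate early genes were called lower without 1-week replicate 3 (camera adjusted p = 0.0412), and calcium channels higher without it (0.0131) or wild-type replicate 1 (0.0486).

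At 3 weeks, the losses of Slc2a2, Trpm5, Ins1 and Ucn3 were in place, and camera called the acinar and ductal lists lower, neither with an estimated correlation. Slc2a2 stood at 9.95, 11.7 and 9.14 CPM (log2 fold change -5.53 ± 0.40, edgeR adjusted p = 6.01e-08) and Trpm5 fell by 4.06 ± 0.22 (edgeR adjusted p = 1.21e-09). Ins1 fell by 2.96 ± 0.36 (edgeR adjusted p = 2.26e-05) and Ucn3 by 2.58 ± 0.24 (edgeR adjusted p = 2.08e-06). In all, 323 genes were higher and 1020 lower past both thresholds. Without scaling the median of all genes moved by 0.66 and 89.2% of called genes were higher, against 24.1% here. Pan-endocrine scaling moved it by -0.31 and gave 5.53%.

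The count of beta cell secretory genes at 3 weeks was 1 higher and 8 lower of 25, or 3 and 10 adjusted over the list alone, a partly study-chosen one (median -0.28, or 0.37 without scaling, camera adjusted p = 4.32e-07, and 0.198 with an estimated correlation). Ins2 rose by 1.19 ± 0.37 (edgeR adjusted p = 0.0350). Leaving out any 1 of the wild-type or 3-week libraries ended that call (edgeR adjusted p = 0.111, 0.108 and 0.0513 without wild-type replicates 1 to 3, and 0.121, 0.0823 and 0.144 without 3-week replicates 1 to 3). Of 15 beta cell transcription factors, partly study-chosen, 1 rose and 0 fell, or 4 and 2 adjusted over the list alone (camera adjusted p = 0.121). Insm1, a zinc finger factor of endocrine cells, stood at 1.23 ± 0.20 (edgeR adjusted p = 0.000464). Pdx1 stood at 0.31 ± 0.16, Mafa at 0.58 ± 0.28, Nkx6-1 at -0.24 ± 0.16 and Neurog3 at 0.54 ± 0.30 (edgeR adjusted p = 0.22, 0.177, 0.331 and 0.248). Of 15 genes normally silent in beta cells, 0 rose and 9 fell, or 0 and 12 adjusted over the list alone (median -1.54, camera adjusted p = 1.13e-09, and 0.153 with an estimated correlation). Among them, the growth factor Igf1 fell by 2.41 ± 0.36 (edgeR adjusted p = 0.000163) and the neuronal repressor Rest by 1.83 ± 0.31 (edgeR adjusted p = 0.000532).

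Alpha, delta and PP lists were not called at 3 weeks (camera adjusted p = 0.441, 0.368 and 0.314), with 1 rise and 1 fall of 9, 1 and 1 of 6, and 0 and 0 of 3 members past both thresholds. Adjusted over the list alone the counts were 2 and 1, 3 and 2, and 1 and 0, the first pair of lists being partly study-chosen. Sst rose by 1.78 ± 0.35 (edgeR adjusted p = 0.00183). Gcg rose by 1.20 ± 0.37 (edgeR adjusted p = 0.0315), a call that ended without wild-type replicate 1 (0.120) or 2 (0.133) or 3-week replicate 1 (0.110), 2 (0.0813) or 3 (0.138). Ppy rose by 0.98 ± 0.32 (edgeR adjusted p = 0.0430), and stood at 1.51 without wild-type replicate 3. The Ppy call ended without wild-type replicate 1 (0.197) or 2 (0.159) or 3-week replicate 1 (0.1), 2 (0.101) or 3 (0.102).

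Of 6 Reg family genes at 3 weeks, 0 rose and 3 fell, or 1 and 4 adjusted over the list alone, a wholly study-chosen one (median -2.22, camera adjusted p = 0.0476, and 0.547 with an estimated correlation). The Reg call ended without wild-type replicate 3 (camera adjusted p = 0.692) or 3-week replicate 1 (0.0733), 2 (0.0879) or 3 (0.0684). Reg3a stood at -0.79 ± 0.56, Reg3b at -1.36 ± 0.56 and Reg3g at 0.87 ± 0.34 (edgeR adjusted p = 0.373, 0.111 and 0.0906). Without wild-type replicate 3, Reg3a stood at 1.20 (edgeR adjusted p = 0.0480) and Reg3b at 0.31, while Reg3b was called at -1.89 (0.00193) without replicate 2 and Reg3g at 1.27 (0.0457) without replicate 1. Acinar markers fell in all 24 members by either count (median -3.93, camera adjusted p = 2.02e-36, and 0.153 with an estimated correlation). Outside that list the trypsinogen gene Prss3 fell by 5.78 ± 0.91 (edgeR adjusted p = 0.000283), or by 3.75 without wild-type replicate 3. Ductal markers had 0 rises and 5 falls of 8, or 2 and 6 adjusted over the list alone (median -1.74, camera adjusted p = 0.000142, and 0.198 with an estimated correlation). The mucin Muc1 stood at -3.84 ± 0.42 (edgeR adjusted p = 8.34e-06). Of 7 measured progenitor markers, partly study-chosen, 0 rose and 5 fell by either count (median -1.33, camera adjusted p = 0.00181, and 0.198 with an estimated correlation). Sox9 stood at -2.77 ± 0.36 (edgeR adjusted p = 3.97e-05) and the transcription factor Myc at -1.81 ± 0.32 (edgeR adjusted p = 0.000703). Of 10 mesenchymal markers, 0 rose and 4 fell, or 0 and 5 adjusted over the list alone (median -0.82, camera adjusted p = 0.00651, and 0.266 with an estimated correlation).

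Among stress lists at 3 weeks, the unfolded protein response had 0 rises and 6 falls of 20, or 3 and 10 adjusted over the list alone, a partly study-chosen one (median -0.40, or 0.30 without scaling, camera adjusted p = 0.000638, and 0.266 with an estimated correlation). Sel1l fell by 2.02 ± 0.26 (edgeR adjusted p = 3.55e-05) and Sdf2l1 by 1.51 ± 0.17 (edgeR adjusted p = 9.79e-06), while Ddit3 rose by 0.95 ± 0.15 (edgeR adjusted p = 0.000286). Of 10 heat shock proteins, 0 rose and 3 fell by either count (median -0.33, or 0.37 without scaling, camera adjusted p = 0.00181, and 0.329 with an estimated correlation). Hspa1a and Hspa1b are inducible chaperones, and Hspa1a stood at -1.84 ± 0.26 (edgeR adjusted p = 9.42e-05) and Hspa1b at -2.56 ± 0.32 (edgeR adjusted p = 2.79e-05). Of 14 immediate early genes, 0 rose and 3 fell, or 1 and 6 adjusted over the list alone (median -0.57, or 0.09 without scaling, camera adjusted p = 0.0189, and 0.266 with an estimated correlation). Of 12 p53 targets, 1 rose, or 4 adjusted over the list alone (median 0.17, or -0.13 with pan-endocrine scaling, camera adjusted p = 0.0176, 0.0648 without 3-week replicate 2, and 0.230 with an estimated correlation). Cdkn1a stood at 1.58 ± 0.19 (edgeR adjusted p = 2.07e-05).

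TFIID subunits had no member past both thresholds at 3 weeks and 7 rises adjusted over the list alone, a partly study-chosen one (median 0.31, or -0.01 with pan-endocrine scaling, camera adjusted p = 0.000428, and 0.110 with an estimated correlation). Taf12 rose by 0.72 ± 0.16 (edgeR adjusted p = 0.00425), Taf5 by 0.93 ± 0.17 (edgeR adjusted p = 0.000957) and Taf6 by 0.91 ± 0.14 (edgeR adjusted p = 0.000242). Taf4b stood at 0.51 ± 0.26 (edgeR adjusted p = 0.214). Other general transcription factors had 5 rises adjusted over the list alone and 0 past both thresholds (median 0.37, camera adjusted p = 0.00418, and 0.301 with an estimated correlation). Spliceosome genes rose in 4 of 64, or 16 with 2 falls adjusted over the list alone, wholly study-chosen (median 0.22, or -0.09 with pan-endocrine scaling, camera adjusted p = 0.000544, and 0.222 with an estimated correlation). Proteasome subunits had 0 rises and 1 fall of 37, or 10 and 1 adjusted over the list alone, also wholly study-chosen (median 0.35, camera adjusted p = 0.000550, and 0.547 with an estimated correlation). Cytosolic ribosomal proteins fell in 3 of 82, or 12 adjusted over the list alone (median -0.28, or 0.43 without scaling, camera adjusted p = 0.00457, and 0.636 with an estimated correlation). NuRF and chromatin remodellers had 0 of 13 past both thresholds and 3 rises adjusted over the list alone, partly study-chosen (median 0.13, at percentile 47.5 of matched random lists, or -0.20 with pan-endocrine scaling, camera adjusted p = 0.0404, and 0.266 with an estimated correlation). Matrix and receptor genes had 1 rise and 17 falls of 95, or 2 and 22 adjusted over the list alone, wholly study-chosen (median -0.53, or 0.09 without scaling, camera adjusted p = 1.19e-05, and 0.222 with an estimated correlation).

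Histone genes at 3 weeks had 9 rises and 0 falls of 32, or 11 and 1 adjusted over the list alone (median 0.73, camera adjusted p = 1.76e-07, and 0.222 with an estimated correlation). Hist1h2be stood at 3.11 ± 0.23 (edgeR adjusted p = 1e-07). Among the largest increases stood 2 annotated copies of 7SK, the small RNA that restrains transcription elongation, at 3.23 ± 0.47 and 1.85 ± 0.34 (edgeR adjusted p = 0.000139 and 0.000969), whose reads are hard to assign among many copies. Spc25, a kinetochore subunit, rose by 1.86 ± 0.19 (edgeR adjusted p = 4.63e-06). At 3 weeks camera did not call endothelial, Schwann or leukocyte markers, chemokines, acute phase or interferon genes, oxidative phosphorylation, mitochondrial mRNAs, calcium channels, cell contact, small nucleolar RNAs, named regulators, ChREBP targets, glycolysis or cell cycle genes. Their camera adjusted p lay between 0.0684 for cell cycle genes and 0.886 for named regulators. The oxidative phosphorylation list was called higher without wild-type replicate 3 (camera adjusted p = 0.000584) or 3-week replicate 1 (0.0456). For ChREBP genes the median (-0.03) and mean (-0.11) lay below 0 and the camera direction was up.

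At 5 weeks, Ddit3, Trib3 and Hmox1 stood far above wild type, and camera called TFIID subunits and p53 targets higher and mesenchymal markers lower, also with an estimated correlation. Ddit3 rose by 4.52 ± 0.17 (edgeR adjusted p = 5.62e-12), Trib3, a pseudokinase induced downstream of CHOP, by 4.75 ± 0.34 (edgeR adjusted p = 2.21e-08) and Hmox1, encoding heme oxygenase 1, by 4.23 ± 0.29 (edgeR adjusted p = 1.39e-08). Slc2a2 stood at 7.99 and 4.54 CPM (log2 fold change -6.26 ± 0.50, edgeR adjusted p = 6.89e-08), and Ins1 fell by 4.52 ± 0.46 (edgeR adjusted p = 8.97e-07). In all, 860 genes were higher and 2270 lower past both thresholds. Without scaling the median of all genes moved by 0.99 and 91.0% of called genes were higher, against 27.5% here. Pan-endocrine scaling moved it by 0.42 and gave 67.6%. Where leaving out a 5-week library leaves 1 sample, that sample is assumed to vary like the other groups.

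Beta cell secretory genes at 5 weeks had 0 rises and 10 falls of 25, or 0 and 14 adjusted over the list alone, a partly study-chosen one (median -0.64, or 0.35 without scaling, camera adjusted p = 3.29e-12, and 0.0527 with an estimated correlation). Trpm5 fell by 3.67 ± 0.25 (edgeR adjusted p = 1.63e-08), Ucn3 by 4.16 ± 0.31 (edgeR adjusted p = 3.41e-08) and Prlr by 2.08 ± 0.17 (edgeR adjusted p = 9.73e-08). Ins2 stood at -0.57 ± 0.42 (edgeR adjusted p = 0.319), with -1.43 without 5-week replicate 2 and -0.02 without replicate 3. Of 15 beta cell transcription factors, partly study-chosen, 1 rose and 2 fell, or 4 and 3 adjusted over the list alone, and camera did not call the list. Nkx6-1 fell by 1.09 ± 0.18 (edgeR adjusted p = 0.000252) and Mlxipl, which encodes the glucose-responsive factor ChREBP, by 1.41 ± 0.21 (edgeR adjusted p = 8.59e-05), both calls ending without scaling. Insm1 rose by 1.32 ± 0.22 (edgeR adjusted p = 0.000235), or by 0.84 without 5-week replicate 3. Pdx1 stood at -0.27 ± 0.18 and Mafa at -0.12 ± 0.31 (edgeR adjusted p = 0.289 and 0.802), or 0.74 and 0.91 without scaling. Pdx1 stood at -0.57 without 5-week replicate 3. Of 15 genes normally silent in beta cells, 0 rose and 11 fell, or 0 and 13 adjusted over the list alone (median -2.18, camera adjusted p = 1.23e-09, and 0.0666 with an estimated correlation). Igf1 stood at -4.94 ± 0.50 (edgeR adjusted p = 8.84e-07).

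Alpha, delta and PP lists were not called at 5 weeks (camera adjusted p = 0.429, 0.693 and 0.486), with 1 rise and 1 fall, 2 and 2, and 0 and 0 past both thresholds. Adjusted over the list alone these were 1 and 1, 3 and 2, and 1 and 0. Gcg stood at 0.79 ± 0.40 (edgeR adjusted p = 0.144), with 1.25 (edgeR adjusted p = 0.0328) without wild-type replicate 3 and 1.07 (0.0317) without 5-week replicate 3. Sst stood at -0.30 ± 0.38, Ppy at 0.40 ± 0.35 and Neurog3 at 0.59 ± 0.33 (edgeR adjusted p = 0.591, 0.412 and 0.185), with Ppy at 0.94 (0.0433) and 0.97 (0.0431) without the same libraries.

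The unfolded protein response had 6 rises and 3 falls of 20 at 5 weeks, or 9 and 4 adjusted over the list alone, partly study-chosen (median 0.22, camera adjusted p = 0.000286, and 0.206 with an estimated correlation). Its median lay at percentile 42.1 of matched random lists. The CHOP targets Trib3 and Chac1 (2.70 ± 0.31, edgeR adjusted p = 3.35e-06) and the stress factor Atf4 (1.26 ± 0.17, edgeR adjusted p = 2.43e-05) rose. Sdf2l1 and Sel1l stayed lower (mean CPM 41.1 and 347, wild type 91.9 and 722). Of 12 p53 targets, 7 rose and 0 fell, or 10 and 0 adjusted over the list alone (median 1.13, camera adjusted p = 1.2e-08, and 0.0261 with an estimated correlation). Cdkn1a stood at 2.52 ± 0.20 (edgeR adjusted p = 8.3e-08), the cytokine Gdf15 at 3.36 ± 0.51 (edgeR adjusted p = 8.71e-05) and Sesn2 at 1.62 ± 0.21 (edgeR adjusted p = 1.3e-05). Cyp1a1, a monooxygenase induced through the aryl hydrocarbon receptor, rose by 4.85 ± 0.63 (edgeR adjusted p = 1.73e-05) and Angptl6, a secreted angiopoietin-like protein, by 3.51 ± 0.27 (edgeR adjusted p = 4.1e-08). Of 14 immediate early genes, 1 rose and 6 fell, or 3 and 9 adjusted over the list alone (median -0.98, or 0.04 without scaling, camera adjusted p = 0.00108, and 0.116 with an estimated correlation). Fos stood at -3.71 ± 0.31 (edgeR adjusted p = 1.15e-07), Egr1 at -2.19 ± 0.24 (edgeR adjusted p = 2.37e-06) and Ier3 at 1.99 ± 0.31 (edgeR adjusted p = 0.000116).

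TFIID subunits rose in 6 of 18 members at 5 weeks and fell in 0, or 12 and 0 adjusted over the list alone, partly study-chosen (median 0.73, camera adjusted p = 2.04e-05, and 0.0261 with an estimated correlation). Taf5 rose by 1.57 ± 0.18 (edgeR adjusted p = 3.99e-06), Taf15 by 1.23 ± 0.16 (edgeR adjusted p = 1.66e-05), Taf6 by 1.17 ± 0.15 (edgeR adjusted p = 1.83e-05) and Taf12 by 1.03 ± 0.17 (edgeR adjusted p = 0.000218). Taf4b rose by 1.03 ± 0.29 (edgeR adjusted p = 0.0113, and 0.0639 without 5-week replicate 3). Other general transcription factors had 1 rise, or 8 adjusted over the list alone (median 0.50, camera adjusted p = 0.000404, and 0.206 with an estimated correlation). Spliceosome genes had 15 rises of 64, or 40 with 1 fall adjusted over the list alone (median 0.60, camera adjusted p = 2.18e-08, and 0.0527 with an estimated correlation). Proteasome subunits had 8 rises and 1 fall of 37, or 32 and 1 adjusted over the list alone (median 0.80, camera adjusted p = 8.22e-11, and 0.198 with an estimated correlation). The ATPase Psmc5 stood at 1.25 ± 0.15 (edgeR adjusted p = 9.47e-06). The spliceosome and proteasome lists were wholly, and the list of 13 regulators named by the study partly, study-chosen. Those regulators had 3 rises and 1 fall, or 6 and 1 adjusted over the list alone (median 0.52, camera adjusted p = 7e-05, and 0.0666 with an estimated correlation).

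Oxidative phosphorylation genes had 7 rises and 1 fall of 75 at 5 weeks, or 31 and 2 adjusted over the list alone, wholly study-chosen (median 0.45, camera adjusted p = 1.91e-05, and 0.545 with an estimated correlation). Without 5-week replicate 2 the camera adjusted p was 0.132. The fall was that of Cox6a2 (-4.58 ± 0.28, edgeR adjusted p = 4.58e-09). Cytosolic ribosomal proteins had 1 rise, or 4 adjusted over the list alone (median 0.28, camera adjusted p = 0.0415, and 0.762 with an estimated correlation).

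All 24 acinar markers fell at 5 weeks by either count (median -9.62, camera adjusted p = 9.25e-52, and 0.0527 with an estimated correlation). Outside that list the trypsin Try10 was lower by a ratio of 5133 (1 count against 3096, interval 921 to 202807), Hamp2, a hepcidin gene, by 4392 (1 against 2649, interval 788 to 173535). Dmbt1, a mucin-like glycoprotein, fell by 11.90 ± 0.82 (edgeR adjusted p = 1.41e-08). Reg family genes fell in 6 of 6 members by either count, a list wholly study-chosen (median -9.08, camera adjusted p = 1.14e-09, and 0.0666 with an estimated correlation). Their member Reg1 stood at -9.66, near the acinar median, so these falls are not separated here from the loss of acinar RNA. Reg3a fell by 6.34 ± 1.11 (edgeR adjusted p = 0.000342), Reg3g by 3.43 ± 0.55 (edgeR adjusted p = 0.000156), and Reg3b was lower by a ratio of 1742 (2 counts against 2101, 1643 of them in wild-type replicate 3, interval 482 to 14391). Ductal markers had 1 rise and 5 falls of 8 by either count (median -2.92, camera adjusted p = 0.00881, 0.0546 without 5-week replicate 3, and 0.225 with an estimated correlation).

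Of 10 endothelial markers, 0 rose and 7 fell at 5 weeks by either count (median -1.31, camera adjusted p = 4.81e-08, and 0.113 with an estimated correlation). Plvap of fenestrated capillaries fell by 3.10 ± 0.28 (edgeR adjusted p = 2.52e-07) and the VEGF receptor Flt1 by 2.09 ± 0.22 (edgeR adjusted p = 1.29e-06). Of 10 mesenchymal markers, 0 rose and 9 fell by either count (median -2.93, camera adjusted p = 3.23e-13, and 0.0261 with an estimated correlation). The smooth muscle actin Acta2 stood at -6.06 ± 0.52 (edgeR adjusted p = 1.24e-07), the matrix protein Dcn at -5.30 ± 0.47 (edgeR adjusted p = 1.99e-07) and Rgs5 of pericytes at -3.22 ± 0.28 (edgeR adjusted p = 1.33e-07). Of 17 leukocyte markers, partly study-chosen, 1 rose and 8 fell, or 1 and 9 adjusted over the list alone (median -1.26, camera adjusted p = 0.00444, and 0.277 with an estimated correlation). Ptprc, the common leukocyte antigen, stood at -1.84 ± 0.36 (edgeR adjusted p = 0.000950) and S100a8 at least 6.63-fold lower. Of 95 matrix and receptor genes, 4 rose and 36 fell, or 5 and 50 adjusted over the list alone, wholly study-chosen (median -1.05, camera adjusted p = 4.59e-10, and 0.0527 with an estimated correlation). The integrin Itga1 stood at -3.08 ± 0.24 (edgeR adjusted p = 5.07e-08).

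**Figure D4:**
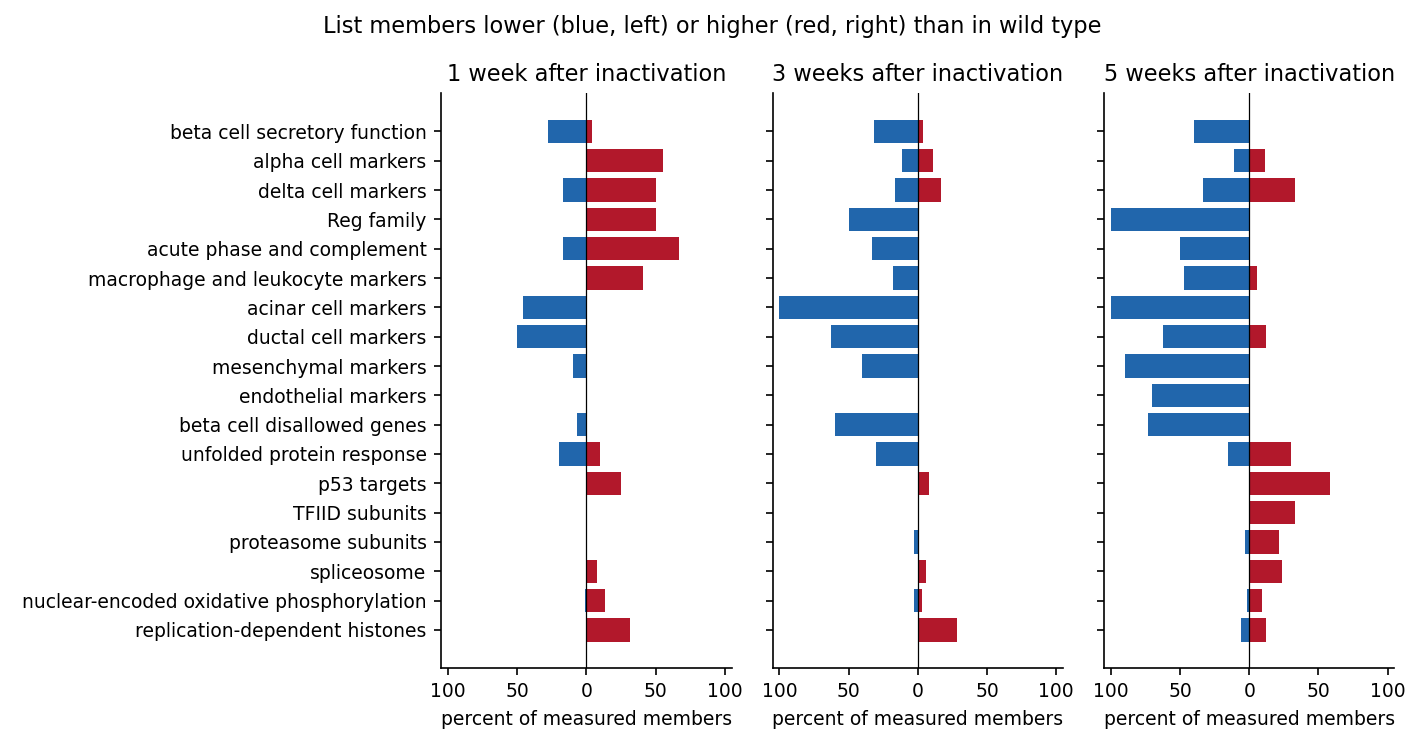
Percent of measured members past both thresholds for 18 gene lists, higher to the right and lower to the left, at 1, 3 and 5 weeks against wild-type islets. All 24 acinar markers are lower at 3 and 5 weeks, and medians of called lists turn without scaling for beta cell secretory genes at 3 and 5 weeks and the unfolded protein response at 3 weeks, and with pan-endocrine scaling for TFIID and spliceosome genes at 1 and 3 weeks, proteasome subunits at 1 week and p53 targets at 3 weeks.

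At 5 weeks camera did not call progenitor or Schwann cell markers, chemokines, acute phase or interferon genes, heat shock proteins, mitochondrial mRNAs, calcium channels, cell contact, histones, small nucleolar RNAs, chromatin remodellers, ChREBP targets, glycolysis or cell cycle genes. Their camera adjusted p lay between 0.0540 for mitochondrial mRNAs and 0.704 for chemokines. Median, mean and camera direction did not share a sign for delta cell markers (0.10, -0.27, down), chemokines (0.07, -0.13, down) and histones (-0.02, -0.07, up).

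Set against 1 week, the islets at 3 weeks had lower Reg3 transcripts, and those at 5 weeks had higher Ddit3 and Cdkn1a. From 1 to 3 weeks, Reg3a fell by 5.49 ± 0.56 (edgeR adjusted p = 5.91e-05) and Reg3g by 3.52 ± 0.29 (edgeR adjusted p = 5.2e-06). From 1 to 5 weeks, Ddit3 rose by 3.50 ± 0.16 (edgeR adjusted p = 2.09e-10), Cdkn1a by 1.02 ± 0.20 (edgeR adjusted p = 0.00155), and Ucn3 fell by 2.11 ± 0.28 (edgeR adjusted p = 3.56e-05). Between 1 and 3 weeks 40 genes were higher and 377 lower past both thresholds, and between 1 and 5 weeks 467 were higher and 1360 lower. The 3-week count of higher genes was 16 without 3-week replicate 3, 18 without 1-week replicate 3 and 22 without 3-week replicate 1. The count of lower genes was 148 and 150 without 3-week replicates 3 and 1, 246 without 3-week replicate 2, and 225 and 250 without 1-week replicates 3 and 2. Without scaling the median of all genes moved by 0.47 and 0.80 in these comparisons, and 77.1% and 90.6% of called genes were higher against 9.59% and 25.6% here. Pan-endocrine scaling moved it by 0.17 and 0.90 and gave 25.3% and 92.9%.

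Between 1 and 5 weeks, 24 of 24 acinar markers fell by either count (median -8.32, camera adjusted p = 2.86e-60, and 0.0672 with an estimated correlation). So did 6 of 6 Reg genes, wholly study-chosen (median -10.30, camera adjusted p = 1.9e-25, and 0.0262 with an estimated correlation). That fall is not separated from the loss of acinar RNA either. Mesenchymal markers fell in 8 of 10, or 10 adjusted over the list alone (median -3.39, camera adjusted p = 5.44e-20, and 0.0240 with an estimated correlation). Endothelial markers fell in 6 of 10, or 8 adjusted over the list alone (median -1.36, camera adjusted p = 8.92e-12, and 0.0672 with an estimated correlation). Leukocyte markers fell in 12 of 17, or 13 adjusted over the list alone (median -1.86, camera adjusted p = 2.32e-08, and 0.0800 with an estimated correlation), and C1qb fell by 2.33 ± 0.23 (edgeR adjusted p = 1.28e-06). Chemokines had 1 rise and 6 falls of 20, or 1 and 8 adjusted over the list alone (median -0.88, or 0.05 with pan-endocrine scaling, camera adjusted p = 0.0152, and 0.211 with an estimated correlation). Acute phase genes fell in 4 of 6, or 5 adjusted over the list alone (median -2.21, camera adjusted p = 4.55e-05, and 0.0999 with an estimated correlation). C3 stood at -6.26 ± 0.68 (edgeR adjusted p = 3.85e-06). The leukocyte and acute phase lists were partly, and the chemokine list wholly, study-chosen.

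Alpha cell markers fell from 1 to 5 weeks in 4 of 9, or 8 adjusted over the list alone, partly study-chosen (median -0.96, camera adjusted p = 2.62e-06, and 0.0800 with an estimated correlation). Delta cell markers fell in 2 of 6, or 3 adjusted over the list alone, partly study-chosen (median -0.68, or 0.11 without scaling and 0.22 with pan-endocrine scaling, camera adjusted p = 0.0296, and 0.185 with an estimated correlation). Beta cell secretory genes had 0 rises and 7 falls of 25, or 2 and 14 adjusted over the list alone, partly study-chosen (median -0.57, or 0.23 without scaling and 0.33 with pan-endocrine scaling, camera adjusted p = 7.88e-06, and 0.135 with an estimated correlation). Genes normally silent in beta cells fell in 10 of 15, or 12 adjusted over the list alone (median -1.63, camera adjusted p = 1.97e-09, and 0.0800 with an estimated correlation). Mitochondrial mRNAs fell in 3 of 8, or 6 adjusted over the list alone (median -0.97, camera adjusted p = 2.49e-05, and 0.224 with an estimated correlation). Histone genes had 1 rise and 9 falls of 32, or 1 and 16 adjusted over the list alone (median -1.01, camera adjusted p = 8.5e-06, and 0.185 with an estimated correlation).

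The unfolded protein response had 9 rises and 0 falls of 20 from 1 to 5 weeks, or 11 and 1 adjusted over the list alone, partly study-chosen (median 0.77, camera adjusted p = 1.53e-12, and 0.0672 with an estimated correlation). Atf3 stood at 2.58 ± 0.48 (edgeR adjusted p = 0.000984), with mean CPM of 12.5 (wild type 12.2). Of 12 p53 targets 4 rose, or 7 adjusted over the list alone (median 0.62, camera adjusted p = 0.000102, and 0.0672 with an estimated correlation). TFIID subunits had 1 rise of 18, or 4 adjusted over the list alone (median 0.29, camera adjusted p = 0.0139, and 0.0946 with an estimated correlation). Camera also called named regulators (median 0.40, camera adjusted p = 7.23e-06), proteasome (0.38, 7.42e-05), spliceosome (0.28, 0.000362) and glycolysis genes (0.27, 0.0393) higher between 1 and 5 weeks. It called matrix genes (-0.56, camera adjusted p = 4.23e-07) and immediate early genes (-0.50, 0.00296) lower, with medians of 0.22 and 0.33 without scaling. None of these held, with adjusted p between 0.0672 for regulators and 0.349 for the proteasome with an estimated correlation.

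Between 1 and 5 weeks camera did not call the remaining 17 lists, with adjusted p between 0.0745 for calcium channels and 0.85 for sex-linked genes. Over 4 comparisons of 39 lists, 85 camera calls were made, of which 9 held with an estimated correlation, namely the sex-linked genes at each time, alpha cells at 1 week, TFIID, p53 targets and mesenchymal markers at 5 weeks, and mesenchymal markers and the Reg family between 1 and 5 weeks.

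**Figure D5:**
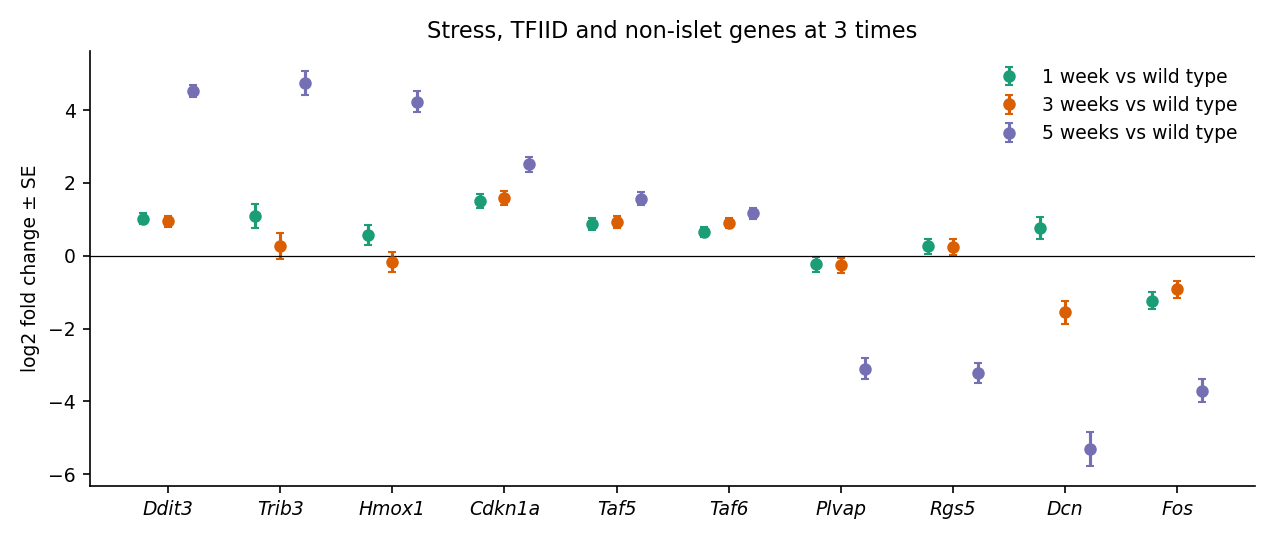
Log2 fold changes against wild-type islets at 1, 3 and 5 weeks for 10 named genes, with bars of 1 standard error. Ddit3 stands at 1.02, 0.95 and 4.52, and Dcn at 0.76, -1.56 and -5.30.

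Genes past both thresholds at all 3 times numbered 373. Of these 66 were higher, with Cdkn1a, and 307 lower, with Slc2a2, Trpm5, Ins1, Ucn3, Cox6a2 and each acinar marker called at 1 week. Without X and Y genes 64 were higher and 285 lower. Independent lists of the same sizes would share 0.227 higher and 3.35 lower genes. In 20 draws of unchanged groups simulated against the same wild type, no gene was called, which sets no level for the overlap. Part of the excess may come from the shared wild-type libraries. Without wild-type replicate 1 the number was 173. Of the genes called at 1 week, 109 higher ones were lower at 5 weeks than at 1 week and 35 lower ones were higher, 144 in all, or 91 without wild-type replicate 1. Both comparisons share the 1-week libraries. Where each 1-week replicate in turn served only in the comparison with 5 weeks and the other two only in that with the wild type, the number was 88, 81 and 90, the lone library being assumed to vary like the other groups.

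The authors' deposited table lists 392 higher and 674 lower genes at 1 week, 379 and 1127 at 3 weeks, and 921 and 2568 at 5 weeks past both thresholds. Shared with the edgeR fit in the same direction were 329 and 524, 320 and 971, and 852 and 2221.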

Values the study reported

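The study reported that around 1000 genes were deregulated 1 week after Taf4 inactivation. It reported that more than 300 genes were lower at every time point examined.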

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

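Tests of acinar dilution over time, sex, fewer non-islet cells, their common loss and a length trend were chosen only after the result was seen. Changes from 1 week are log2 values that edgeR tested between time points. All later libraries lie beyond all 1-week libraries by chance in 10% of cases at 3 weeks and 20% at 5 weeks.

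Gcg, Sst and Ppy, higher than wild type at 1 week, fell from 1 to 5 weeks, with values of -1.37 ± 0.42, -2.22 ± 0.41 and -1.83 ± 0.38 (edgeR adjusted p = 0.0335, 0.000986 and 0.00236, lower in 2 of 2 libraries), and the Gcg call ended without 1-week replicate 2 (0.0523) or 3 (0.0598) or 5-week replicate 3 (0.0810). Less acinar RNA would raise all endocrine transcripts alike, but the median of 12 pan-endocrine genes at 1 week had an upper 95% bootstrap bound of 0.784 against 1.92 for the smallest hormone change, which argues against it as the whole cause. Acinar dilution over time, or sex alone, would not lower these mRNAs after 1 week, yet the Gcg change was -0.57 without scaling and -0.48 with pan-endocrine scaling, neither called, so both stay open there. Sst and Ppy were called lower in each scaling, at most -1.31 and -0.96. This argues against either as the whole cause of their course after 1 week. A fall between mutant groups does not bear on what raised them at 1 week. The acinar covariate, nearly confounded with group, gave 0.86 and 0.59 and decides nothing. Loss of Taf4 in beta cells may contribute and is a hypothesis that sex and genotype, confounded here, leave open.

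Camera called beta cell secretory genes and acinar, endothelial and mesenchymal markers lower at 5 weeks than in wild type, with only the mesenchymal call holding at an estimated correlation. A loss of all non-islet cells in equal measure would lower their markers alike, but the list medians lay up to 8.36 apart, which argues against it. Fewer non-islet cells would not lower beta cell secretory genes, whose median had an upper bound of -0.072, but this bound was 0.92 without scaling and 0.35 with pan-endocrine scaling, so this explanation stays open. Sex does not change after 1 week, and the medians from 1 to 5 weeks had upper bounds of -7.92 for acinar and -1.87 for mesenchymal markers (at most -7.03 and -0.98 in the same scalings), which argues against sex as their whole cause, while that of endothelial markers, -0.70, was 0.10 and 0.21, so sex stays open there. Purity of islet preparations was not tested and stays open for non-islet markers. Taf4 loss in beta cells stays a hypothesis for part of the pattern.

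Camera called oxidative phosphorylation genes higher at 1 and 5 weeks, neither call holding at an estimated correlation (adjusted p = 0.280 and 0.545). Their median lay at percentiles 100 and 97.4 of lists matched on transcript length, GC content and expression. This decides nothing, as the study named this theme from these samples. With the trend of log2 change on transcript length removed, their median still lay above that of all genes. The excess was 0.49 at 1 week and 0.35 at 5 weeks (lower bounds 0.358 and 0.288). This argues against such a trend as its whole source in these libraries. The bounds draw members and not libraries, so the excess itself gains no support. Sex should act alike at all times, and the median was 0.56 at 1 week and 0.18 at 3 weeks, but 0.76 and 0.87 without scaling and 0.085 and -0.10 with pan-endocrine scaling, so sex stays open, as does Taf4 loss.

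Taf5 rose by 0.70 ± 0.17 to 5 weeks (2 of 2 libraries higher), and Taf6 by 0.52 ± 0.15 (2 of 2), a call that ended without 1-week replicate 1 (edgeR adjusted p = 0.0934) or 3 (0.0634) or 5-week replicate 2 (0.129). Slc2a2 fell by 1.53 ± 0.41 to 5 weeks (1 of 2 lower), with -0.72 (edgeR adjusted p = 0.108) without 1-week replicate 1 and adjusted p = 0.165 without 5-week replicate 3. Ins1 stood at -1.5 ± 0.34 at 3 weeks (3 of 3) and -3.06 ± 0.42 at 5 weeks (2 of 2), the first call ending without any of 1-week replicates 1 (edgeR adjusted p = 0.0533) and 3 (0.0589) and 3-week replicates 1 to 3 (0.133, 0.0745 and 0.125). Ins2 stood at -1.99 ± 0.44 and Ucn3 at -2.11 ± 0.28 at 5 weeks (2 of 2 each). Ppy stood at -1.26 ± 0.32 at 3 weeks (3 of 3), a call that ended without 1-week replicate 3 (edgeR adjusted p = 0.149) or 3-week replicates 1, 2 or 3 (0.129, 0.102 and 0.139).

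Reg3a, Reg3b and Reg3g stood at -5.49 ± 0.56, -4.45 ± 0.62 and -3.52 ± 0.29 at 3 weeks (3 of 3 each) and Reg3a and Reg3g at -11.04 ± 1.01 and -7.82 ± 0.48 at 5 weeks (2 of 2 each). Reg3b at 5 weeks had a fitted -13.70, from 2 counts against 23415, a ratio of 15732 (interval 4354 to 129907). Reg family and mesenchymal medians at 5 weeks were -10.30 and -3.39 (2 of 2 libraries each). Cox6a2 stood at -1.63 ± 0.26, C1qb at -2.33 ± 0.23, Cdkn1a at 1.02 ± 0.20 and Ddit3 at 3.50 ± 0.16 at 5 weeks (2 of 2 each), and Hist1h2be at 1.12 ± 0.20 at 3 weeks (3 of 3). Sesn2 stood at 0.60 ± 0.20 at 5 weeks (1 of 2), a call that ended without 1-week replicates 1 to 3 (edgeR adjusted p = 0.0763, 0.130 and 0.0818) or 5-week replicate 3 (0.851, value 0.07), with 1.00 without 5-week replicate 2. Cxcl12 stood at -1.10 ± 0.27 at 3 weeks (3 of 3), a call that ended without 1-week replicate 3 (edgeR adjusted p = 0.0945) or 3-week replicate 1 (0.139) or 3 (0.129). Sox9 stood at -1.43 ± 0.35 at 3 weeks (2 of 3), a call that ended without 1-week replicate 2 (edgeR adjusted p = 0.0886) or 3 (0.123) or 3-week replicate 1 (0.143) or 3 (0.139).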

How the results depend on the processing

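Pan-endocrine scaling, length trend removal, wild-type replicate 2 alone, acinar-matched libraries and matched random lists were chosen after seeing the data. Over 375 results, 6521 alternative values kept direction and side of the threshold, or stayed within their allowed range, in 5888 cases, passed the threshold anew in 78, lost it in 448, turned in 33 and moved in 74. With RLE size factors 374 of 375 results were the same, with DESeq2 257 of 264, without X and Y genes 205 of 205, without hormone and acinar genes 247 of 249, with the length trend removed 288 of 289, with only the 2 groups compared 246 of 256 and with fry 73 of 84. The cause was not tested for the changes below, except where fewer samples, other thresholds or other genes tested set them.

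Counts of higher and lower genes without scaling were 616 and 365 at 1 week, 3704 and 449 at 3 weeks, 8388 and 827 at 5 weeks, 749 and 222 from 1 to 3 weeks, and 5713 and 593 from 1 to 5 weeks. In the same order pan-endocrine scaling gave 90 and 2344, 104 and 1776, 2987 and 1429, 84 and 248, and 7108 and 544. Under glmTreat counts were 19 and 35, 23 and 283, 150 and 818, 2 and 30, and 91 and 429. The adjusted p alone gave 1077 and 892, 1663 and 1566, 3027 higher, 190 and 580, and 1549 higher. The acinar score as a covariate, nearly confounded with group, gave 528 higher, 133 and 102, 21 and 29, 3 and 18, and 12 and 16. The stricter filter gave 213 higher at 1 week and 509 at 5 weeks, and no filter 497 at 3 weeks, 1334 at 5 weeks and 113 from 1 to 3 weeks. Wild-type replicate 2 alone gave 187 and 108 at 1 week, 164 and 273 at 3 weeks and 1077 lower at 5 weeks, and acinar-matched libraries 136 lower at 1 week.

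Directions turned without scaling for Taf4 at 3 and 5 weeks (0.65 and 0.87) and Pdx1 and Mafa at 5 weeks (0.74 and 0.91), and with pan-endocrine scaling for Pdx1 from 1 to 5 weeks (0.61). With the covariate they turned from 1 to 5 weeks for Gcg (0.35), Sst (0.86), Ppy (0.59) and Sesn2 (-0.99), at 3 weeks for Prss3 (0.028), and at 5 weeks for Reg3g (0.20), Reg1 (1.83), Sesn2 (-0.29), Igf1 (0.73), Insm1 (-1.40), Muc1 (0.81), Me1 (-0.75) and Mki67 (0.072). It turned lists upward, with camera adjusted p = 0.424 and 0.284 for acinar markers at 1 and 3 weeks, 0.770 for mesenchymal, 0.00368 for Reg and 0.442 for heat shock genes at 3 weeks, and 0.861 for Reg, 0.531 for silenced, 0.0403 for ductal and 0.171 for leukocyte genes at 5 weeks. From 1 to 5 weeks it gave 0.900 for leukocyte and 0.733 for histone genes. With wild-type replicate 2 alone Reg3a and Reg3b at 3 weeks were 2.05 and 1.81. Called lists within the central 95% of matched lists were chemokines at 1 week (percentile 97.4), TFIID (91.7), general factors (95.3), spliceosome (97.2), NuRF (47.5) and p53 genes (86.2) at 3 weeks, general factors (92.6), the unfolded protein response (42.1), oxidative phosphorylation (97.4) and ribosomal proteins (81.8) at 5 weeks, and TFIID (92.3), chemokines (3.62), regulators (97.4) and glycolysis (85.3) from 1 to 5 weeks, while 9 list calls held with an estimated correlation.

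Leaving out each library gave 1979 of 2106 values the same, with 221 to 447 higher and 220 to 635 lower genes at 1 week, 16 to 53 and 148 to 521 from 1 to 3 weeks, 173 to 420 genes called at all 3 times, 91 to 202 reversed by 5 weeks, and -1.34 to 1.20 for Reg3a at 3 weeks. The lowest counts came without wild-type replicate 1 or 3-week replicate 3, and the highest without wild-type replicate 3 or 1-week replicates 1 or 2. The 10 splits of 6 libraries cannot give a share under 0.05, with 1 split as large as the real one in each comparison, at 822, 1626 and 409 genes at 1 week, 3 weeks and between them, and 0 for the highest other. Replicate numbers did not pair the libraries, since 1 of 15 same-numbered pairs had a correlation above 0.1 (-0.115 to 0.185) and 3 of 11 libraries correlated best with their own number. With a replicate block 360 of 375 results were the same, 26 genes were higher from 1 to 3 weeks, and 14 calls ended. Depth limits genes of few counts, as for S100a8 at 5 weeks (0 counts, only a bound).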

Other observations

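No test in this part was chosen after its result was seen. Of 12 targets of ChREBP and glucose at 5 weeks, 2 rose and 2 fell, or 3 and 4 adjusted over the list alone (camera adjusted p = 0.693). Txnip, an inhibitor of thioredoxin, fell by 2.09 ± 0.21 (edgeR adjusted p = 6.54e-07, lower in 2 of 2 libraries) and Me1, the cytosolic malic enzyme, rose by 1.93 ± 0.27 (edgeR adjusted p = 3.84e-05, 2 of 2). Mki67, a marker of cycling cells, fell by 1.60 ± 0.40 at 3 weeks (edgeR adjusted p = 0.0108, 3 of 3) and 2.51 ± 0.49 at 5 weeks (edgeR adjusted p = 0.000829, 2 of 2), while 6 of 18 cell cycle genes fell at 5 weeks (camera adjusted p = 0.179). Krt7, a keratin of ducts, rose by 1.45 ± 0.14 at 5 weeks (edgeR adjusted p = 3.8e-07, 2 of 2) while 5 of 8 ductal markers fell.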
